A study of Mus musculus with 10 samples. Its data were reported in "The Phytochemical Rhein Mediates M6A-Independent Suppression of Adipocyte Differentiation" (2021).

How the data were processed

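MeRIP-seq of 3T3-L1 cells gave 10 libraries, 5 IP and 5 input, as 1 pair for each of 5 conditions named in the sample labels by treatment (DMSO or rhein) and stage (Pre, MCE or Diff). Per the methods of the study, the authors trimmed reads with Trim Galore, aligned them to the mm10 mouse genome with HISAT2, removed duplicates with Picard, removed reads of low mapping quality with SAMtools, called peaks with exomePeak2 at default settings and annotated them with ChIPseeker. Each of the 5 deposited lists was labelled with 1 condition and gave the peaks with start, end, strand, 1 value per peak and the nearest gene. Which IP and input entered each call was not established. If each list was called on the pair of its condition, the variation between cultures enters it without a measure of it, and the number of peaks depends on the depth of the pair.

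The only measurement in each list was a column whose header names a log2 fold change. Its values could not be one, since they ran from 4.19 to 735 in DMSO Pre. The deposited column was treated as a score, and it behaved as minus log2 of an adjusted p-value. Read that way, the lowest score corresponded to an adjusted p-value of 0.0549 in DMSO Pre, 0.0500 in DMSO MCE, 0.0520 in DMSO Diff, 0.0502 in rhein MCE and 0.0501 in rhein Diff. In addition, the 12 highest scores common to the rhein lists differed by a median of 0.00046. A Benjamini-Hochberg adjustment over numbers of tests that differ by 1 gives this offset near 3133 tests on the log2 scale, close to the 3127 and 3128 numbered peaks of these lists, while a natural log would need 2172 tests and a log10 scale 943, both fewer than the peaks listed. The authors' score was used to rank and filter peaks within a list, and between lists to compare identical spans, ranks across shared peaks and numbers of peaks past a fixed adjusted p-value. An adjusted p-value below 1e-10 was taken as a score above 33.2.

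Because no enrichment and no read number per peak was at hand, several analyses fixed before the data were examined were not done. These were the number of shared peaks with enrichment changed more than 2-fold, between rhein and DMSO and between stages, the change of input RNA at such peaks, and the choice of named peaks by largest rise or fall in enrichment. Peak numbers, sharing, position, motif and presence in named genes were analysed instead as planned. Shares are given with 95% Wilson intervals, and no p-value is given across peaks or genes, which are not replicates.

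Genes were assigned anew. Each peak was placed on the GENCODE M21 annotation of GRCm38, the assembly known as mm10, on a transcript of the same strand with both peak ends in exons, coding transcripts first and then the longest. Of the transcripts named in the lists, 99.4% were in this annotation. A transcript was found for 97.6% of the peaks in DMSO Pre, 97.0% in DMSO MCE, 96.5% in DMSO Diff and 97.0% in rhein MCE. Exonic length on that transcript was a multiple of 25 bases, the step of the peak caller, for 98.2% of the placed peaks in DMSO Pre, against 84.9% for the span from start to end, which served as a check of the build, of the coordinate convention and of the exon blocks, which were not read from the lists. Unplaced peaks kept their span, or only their ends when the span exceeded 1000 bases. The symbol in the lists was not used for genes, because it differed from the gene holding the peak in 27.7% of the placed peaks in DMSO Pre and 26.0% in DMSO MCE. Hence a gene count by symbol would credit many peaks to a neighbour.

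Sharing required at least 1 exonic base in common on the same strand. Its chance level was computed exactly, by placing each peak at every position of its own transcript. Uniform shares of the 5′ UTR, CDS and 3′ UTR were computed over the same placements. For motifs, 1 control window of the same length was drawn with a fixed seed from the same transcript outside all its peaks, with sequence from the RefSeq copy of GRCm38, and peaks whose transcript left no room for a control were left out (2618 of 2755 placed peaks were used in DMSO Pre). Named genes were a list of 29 genes fixed beforehand (m6A machinery, adipogenesis, cell cycle and genes discussed or shown by the study) and the 3 peaks of highest score in each list. Any other gene named was chosen after its values were seen.

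Computation was done in Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, pysam 0.24.0 and Matplotlib 3.10.9, and SAMtools 1.23.1 indexed the genome. The procedures were tested on simulated data with 2000 peaks placed uniformly on real transcripts. The true exonic length was recovered for 99.8% of these 2000 peaks, 600 of 600 planted shared peaks were found, chance sharing of 2000 uniform peaks was 180 observed against 178 computed, and the CDS share was 52.1% observed against 51.9% computed. The computed uniform shares were corrected after a first run of this test had shown them too low for the CDS, because positions near transcript ends had been counted that a whole peak cannot occupy. With 500 of 2000 peaks centred on GGAC, the peak share rose to 57.2% against 39.8% in control windows.

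The alternatives tried were a stricter adjusted p-value, overlap of at least 50% of both peaks, lists of equal length, whole spans in place of exonic blocks, any overlap with a priority of parts in place of the midpoint, and 100-base windows for motifs. Added after the data were seen were genes and parts as listed by the authors, control windows from the same part of the transcript, the stricter adjusted p-value for sharing, equal list lengths for the stop codon region and for peaks in no other list, chance levels at equal length and the same motif alternatives for DRACH.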

Results

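The methylation of adenosine at the N6 position (m6A) was mapped by methylated RNA immunoprecipitation and sequencing (MeRIP-seq) in 3T3-L1 cells, a mouse fibroblast line that becomes fat cells when given a hormone cocktail. In this assay fragmented RNA is pulled down with an antibody against m6A (the IP), sequenced beside the fragmented RNA it came from (the input), and stretches where the IP exceeds the input are called as peaks. The 10 libraries formed 5 conditions, each with 1 IP and 1 input. Cells given the solvent dimethyl sulfoxide (DMSO) were taken as growth-arrested preadipocytes (DMSO Pre), during mitotic clonal expansion (DMSO MCE), when the cells re-enter the cell cycle, and during differentiation (DMSO Diff). Cells given 20 µM rhein, a plant anthraquinone reported to block the m6A demethylase FTO, from day 0 to day 3 were taken at the MCE stage (rhein MCE) and at the differentiation stage (rhein Diff). No condition had a second IP or input, so no difference below could be set against a spread between replicates, and the intervals given are 95% Wilson intervals that cover counting error over peaks only. The lists give no read numbers, and the depth of each library is therefore unknown.

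The first question was how many sites were called at each stage and with each treatment. The DMSO Pre list held 2824 peaks, the DMSO MCE list 5128 and the DMSO Diff list 2944. The rhein MCE list held 3069 peaks and the rhein Diff list 3071. Exonic sequence under peaks came to 415 kb in DMSO Pre, 725 kb in DMSO MCE, 419.8 kb in DMSO Diff and 449 kb in the rhein MCE list, and the median peak covered 125 exonic bases in all of these lists but DMSO Diff, where it covered 100. Peaks lay in the exons of 1729 genes in DMSO Pre, 2965 in DMSO MCE, 1714 in DMSO Diff, 1851 in rhein MCE and 1853 in rhein Diff. The larger number in DMSO MCE rested on peaks of low score. At an adjusted p-value below 1e-10, 68 peaks remained in DMSO Pre, 96 in DMSO MCE, 102 in DMSO Diff and 151 in each rhein list, so that DMSO MCE no longer had the most.

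The lists of rhein MCE and rhein Diff were almost the same list. Of their peaks, 3067 had identical start, end and strand, which left 2 peaks of the rhein MCE list and 4 of the rhein Diff list. The unmatched peaks lay in Mmp2 and Fbln2 in the first list and in E2f1, Fbln2, Calu and Brpf1 in the second, genes named here after the lists had been compared. Every other pair of lists had between 210 and 282 identical spans, at most 9.19% of a list. On the identical rhein spans the authors' scores differed by less than 0.02 in 2896 cases, or 94.4%, and by more than 1 in 75 cases, with a median difference of 0.00455. For identical spans of any other pair of distinct lists the median difference was 2.58 or more. The rhein lists were therefore counted as 1 sample, represented by the rhein MCE list where only 1 value is given, and a comparison of rhein at the MCE stage with rhein at the differentiation stage could not be made. The comparisons of rhein with DMSO at the MCE stage and at the differentiation stage used the same rhein peaks and were not independent.

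**Figure D1:**
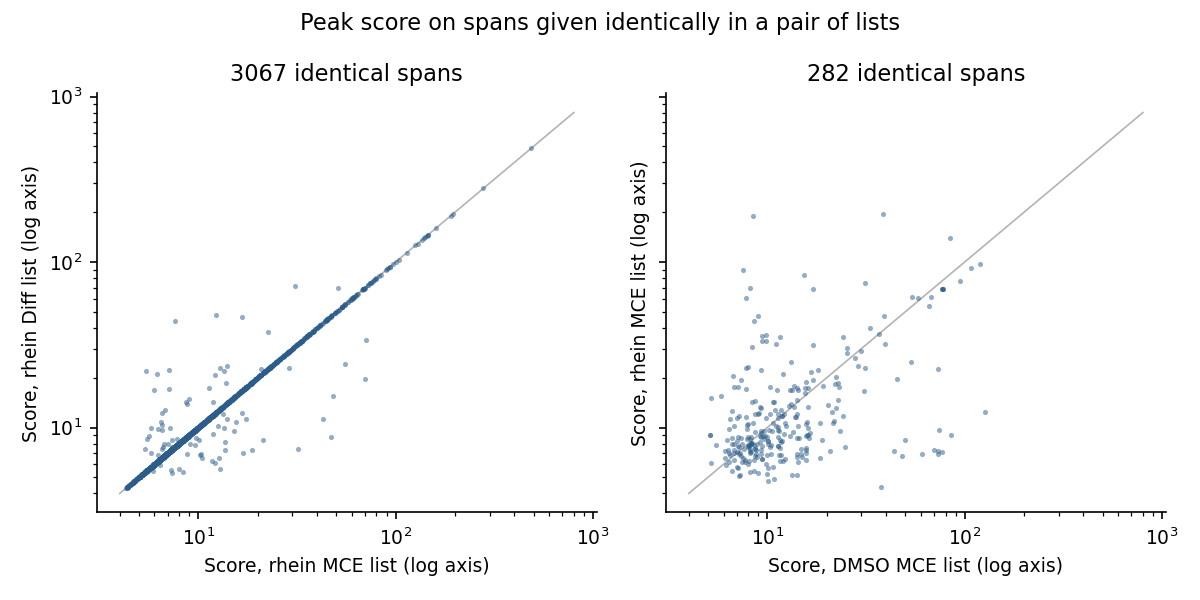
Peak scores of the authors, on log axes, for spans given identically in a pair of lists; each point is a span and the grey line marks equal scores. The 3067 spans of the rhein pair lie almost all on the line, while the 282 spans common to DMSO MCE and rhein MCE scatter around it.

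The comparison between stages asked how far the set of methylated sites changed during adipogenesis. A peak was taken as shared when at least 1 exonic base on the same strand lay under a peak of the other list. Of the 2824 DMSO Pre peaks, 1264 were shared with DMSO MCE, or 44.8% (interval 42.9 to 46.6), and 1079 with DMSO Diff, or 38.2% (36.4 to 40.0). Of the 2944 DMSO Diff peaks, 45.8% (44.0 to 47.6) were shared with DMSO MCE and 36.1% (34.4 to 37.8) with DMSO Pre. Of the 5128 DMSO MCE peaks, 24.8% (23.6 to 26.0) were shared with DMSO Pre and 26.0% (24.8 to 27.2) with DMSO Diff. Random placement of each peak on its own transcript gave much lower shares. For DMSO Pre in DMSO MCE it gave 14.8%, against 45.3% observed over the same placed peaks, a ratio of 3.06. Over the 6 directions between DMSO stages this ratio ran from 2.66 to 3.06. For DMSO Pre in DMSO MCE, the alternative that moved the share most was restriction to peaks with an adjusted p-value below 1e-10. It gave 27.9% of the 68 DMSO Pre peaks that remained. With each list reduced to its 2824 highest-scoring peaks, the shares between stages lay between 35.7% and 39.6%, which removed most of the difference between directions.

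Rhein was then compared with DMSO at each stage, the comparison that asks whether the listed sites differed between treatments. Whether demethylation was blocked was not measured in these libraries. By the methods of the study, cells at the differentiation stage were collected after the rhein treatment given here had ended. Of the 3069 rhein MCE peaks, 1636 were shared with DMSO MCE, or 53.3% (51.5 to 55.1), and 32.0% (30.8 to 33.3) of DMSO MCE peaks were shared with rhein MCE. Of the 3071 rhein Diff peaks, 1155 were shared with DMSO Diff, or 37.6% (35.9 to 39.3), and 40.1% (38.3 to 41.9) of DMSO Diff peaks were shared with rhein Diff. For rhein MCE in DMSO MCE, the same restriction was the alternative that moved the share most, to 30.5% of the 151 rhein MCE peaks that remained. Random placement gave 20.7% for rhein MCE in DMSO MCE and 15.4% for rhein Diff in DMSO Diff, with ratios to chance of 2.60 and 2.46. Peaks of rhein MCE without a partner in DMSO MCE numbered 1433, and peaks of DMSO MCE without a partner in rhein MCE numbered 3485. At equal list lengths the rhein MCE list shared 46.9% (45.0 to 48.7) of its peaks with DMSO MCE, 37.6% (35.8 to 39.4) with DMSO Diff and 34.0% (32.2 to 35.7) with DMSO Pre. As a share of peaks, the overlap of rhein with DMSO MCE at equal length exceeded that of each pair of DMSO stages, the highest of which was 39.6% (37.8 to 41.4). As a ratio to random placement it did not, and these ratios have no interval. At equal length the ratio to chance was 2.63 for rhein MCE in DMSO MCE, 2.61 in DMSO Pre and 2.41 in DMSO Diff. Between DMSO stages it ran from 2.64 to 2.99. Random placement itself gave 17.9% for rhein MCE in DMSO MCE and at most 14.4% between DMSO stages. As a difference from random placement the overlap of rhein with DMSO MCE was the wider, at 47.1% of placed peaks against 17.9%. The widest difference between DMSO stages was 40.2% against 14.4%, for DMSO Diff in DMSO MCE. The answer thus depends on the scale. At an adjusted p-value below 1e-10, where list lengths differed, the pair shared 30.5% of the rhein MCE peaks and 46.9% of the DMSO MCE peaks, against 19.8% to 35.3% between DMSO stages. Without replicates, the share that repeated libraries of 1 condition would have in common was not measured. Across shared peaks the ranks of the scores agreed only loosely, with a Spearman rho of 0.358 over 1643 pairs for DMSO MCE and rhein MCE and from 0.243 to 0.431 between DMSO stages; these are values across peaks, which are not independent replicates.

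**Figure D2:**
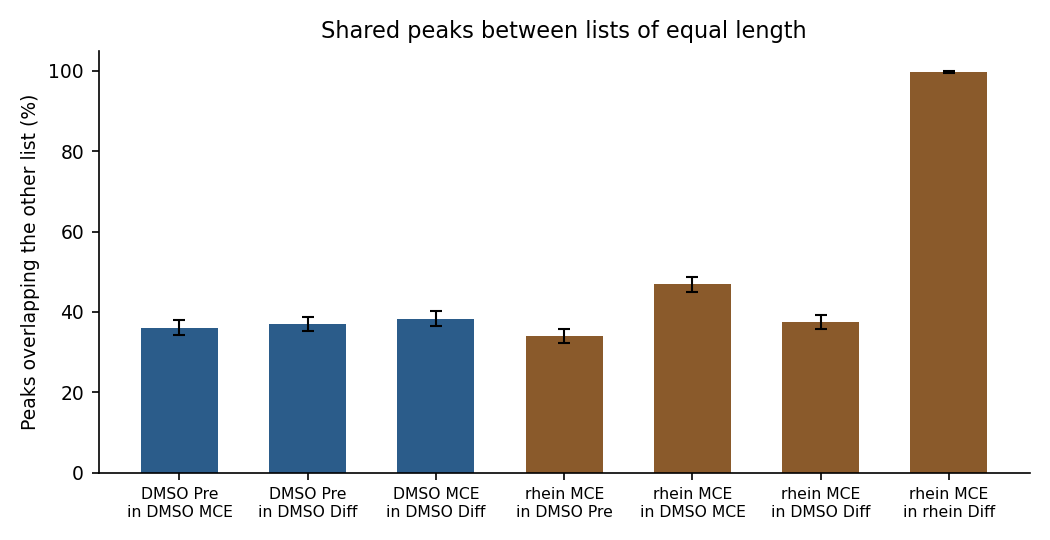
Share of peaks (%) of the first-named list that overlap the second on the same strand, each list reduced to its 2824 highest-scoring peaks; bars show shares, error bars 95% Wilson intervals, blue for pairs of DMSO lists and brown for pairs with the rhein MCE list. The rhein MCE list overlapped DMSO MCE at 46.9% and the rhein Diff list at 99.8%.

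The position of peaks along the transcript was measured from the midpoint of each peak on the longest coding transcript that held it. In DMSO Pre, 133 of 2407 peaks on coding transcripts had their midpoint in the 5′ UTR, or 5.53% (4.68 to 6.51). The share was 7.32% (6.59 to 8.12) in DMSO MCE, 5.97% (5.09 to 6.99) in DMSO Diff and 7.56% (6.60 to 8.65) in rhein MCE. Thus the DMSO MCE share exceeded that of DMSO Pre with intervals that narrowly did not overlap, DMSO Diff could not be separated from DMSO Pre, and rhein MCE could not be separated from DMSO MCE. The alternative that moved the 5′ UTR share most was the part listed by the authors, which gave 7.97% in DMSO Pre, 10.5% in DMSO MCE, 8.49% in DMSO Diff and 10.5% in rhein MCE, and kept the order of the DMSO stages. In the coding sequence (CDS) lay 54.3% (52.3 to 56.2) of the DMSO Pre peaks, 53.6% (52.1 to 55.0) in DMSO MCE, 54.5% (52.5 to 56.4) in DMSO Diff and 51.96% (50.03 to 53.9) in rhein MCE. The 3′ UTR held 40.2% (38.3 to 42.2) of the DMSO Pre peaks, 39.1% (37.7 to 40.5) in DMSO MCE, 39.6% (37.6 to 41.5) in DMSO Diff and 40.5% (38.6 to 42.4) in rhein MCE. No difference in the 3′ UTR share between rhein and DMSO was detectable with these numbers of peaks.

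Uniform placement of the same peaks on the same transcripts would have put 39.9% of the DMSO Pre peaks and 42.5% of the DMSO MCE peaks in the 3′ UTR, so the number of peaks there was not raised over the length of sequence on offer. It would have put 6.34% of DMSO MCE peaks and 6.58% of rhein MCE peaks in the 5′ UTR, each just below the interval observed, and 6.10% of DMSO Pre peaks. The region around the stop codon differed from uniform placement in all lists. Within 200 bases of the end of the CDS lay 21.4% (19.8 to 23.1) of the midpoints in DMSO Pre against 10.8% under uniform placement, 24.4% (23.1 to 25.7) in DMSO MCE against 12.3%, 23.5% (21.8 to 25.2) in DMSO Diff against 11.5%, and 22.6% (21.03 to 24.3) in rhein MCE against 12.6%. The rhein Diff list gave a 5′ UTR share of 7.52%, a CDS share of 51.995% and a 3′ UTR share of 40.5%.

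**Figure D3:**
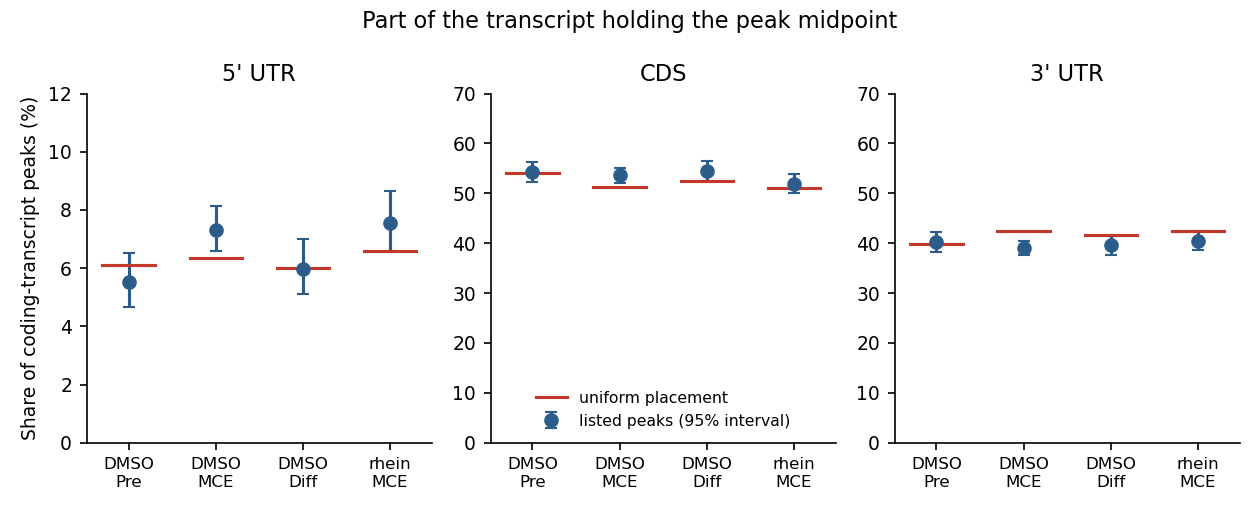
Share (%) of coding-transcript peaks with their midpoint in the 5′ UTR, CDS or 3′ UTR in the 4 distinct lists; blue points are the listed peaks with 95% Wilson intervals and red lines the share under uniform placement on the same transcripts (the vertical scale of the 5′ UTR panel differs). In DMSO MCE the 3′ UTR share of 39.1% lies under the red line at 42.5%.

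Sequence under the peaks was searched for GGAC, the core of the motif bound by the m6A methyltransferase complex, and for the wider DRACH consensus (D is A, G or T, R is A or G, H is A, C or T). GGAC occurred in 55.3% (53.4 to 57.2) of the DMSO Pre peaks and in 39.6% of windows of the same length elsewhere in the same transcripts. The shares were 54.0% (52.6 to 55.5) against 38.9% in DMSO MCE, 50.7% (48.8 to 52.6) against 39.5% in DMSO Diff, and 54.5% (52.7 to 56.4) against 43.1% in rhein MCE. Per base, GGAC was 1.79 times as frequent in peaks as in control windows in DMSO Pre, 1.82 times in DMSO MCE, 1.56 times in DMSO Diff and 1.56 times in rhein MCE. In 100-base windows around the midpoint the peak share was 53.2% in DMSO Pre with a control share of 31.9%, the alternative that widened the gap most. DRACH, being common, separated peaks from controls less well. It occurred in 87.7% (86.4 to 88.9) of DMSO Pre peaks against 84.8% of controls and in 85.8% (84.8 to 86.8) of DMSO MCE peaks against 84.0%. Control shares, from 1 window per peak, carry counting error too. In DMSO MCE the control interval of 82.9 to 85.0 overlapped that of the peaks. In DMSO Diff it occurred in 86.2% (84.9 to 87.5) of peaks against 85.1% and in rhein MCE in 87.0% (85.7 to 88.2) against 86.2%, with the control within the interval in both. That call depended on the controls. With control windows from the same part of the transcript the shares were 86.4% (84.9 to 87.7) and 83.2% in DMSO Diff and 87.4% (86.0 to 88.6) and 84.2% in rhein MCE, and in 100-base windows 90.7% (89.5 to 91.7) and 85.2% in DMSO Diff and 87.9% (86.6 to 89.0) and 84.5% in rhein MCE, with the control below the interval each time.

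**Figure D4:**
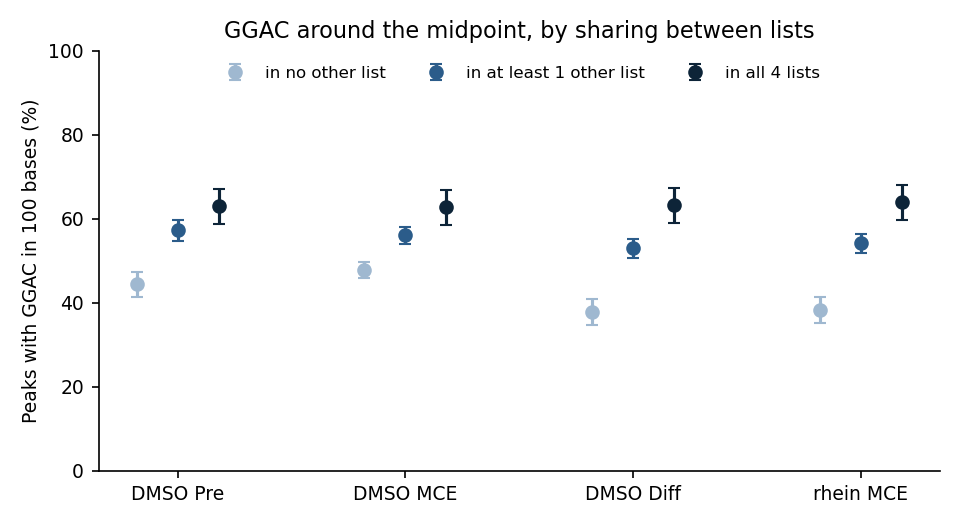
Share of peaks (%) with GGAC in 100 bases around the midpoint, for each of the 4 distinct lists, split by whether the peak was found in no other, at least 1 other or all 4 lists, with 95% Wilson intervals. In DMSO Diff the share was 37.8% for peaks in no other list and 63.2% for peaks in all 4.

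Among 9 genes of the m6A machinery, 6 had an exonic peak in at least 1 list. The coordinates below are of GRCm38 (mm10). Fto had a single peak, in DMSO MCE, on chromosome 8 from 91409559 to 91409733 in the CDS, with a score of 6.83 that ranked 3074 of 5128. Alkbh5, on chromosome 11, had 1 peak in DMSO Pre, 4 in DMSO MCE, 2 in DMSO Diff and 2 in rhein MCE. The reader genes Ythdf1, Ythdf2 and Ythdf3 had at least 1 peak in every list, and Ythdc1 had 2 peaks in DMSO MCE alone. No peak was listed in the writer genes Mettl3, Mettl14 and Wtap. A gene without a listed peak can lack methylation or lack reads, and without read numbers these cases were not separable.

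Of the adipogenic genes, Cebpb and Cebpd carried peaks in all lists. Cebpb, a single-exon gene on chromosome 2 from 167688915 to 167690418, had 2 peaks in DMSO Pre, 4 in DMSO MCE, 2 in DMSO Diff and 5 in rhein MCE. The peak with the highest score of the whole rhein MCE list lay in its CDS from 167689840 to 167689889, with a score of 488. Cebpd on chromosome 16 had 1 peak in DMSO Pre, 3 in DMSO MCE, 1 in DMSO Diff and 3 in rhein MCE. Most Cebpb peaks carried the symbol Tmem189 in the authors' lists, where Cebpb was listed 0 times in DMSO Pre and 1 time in DMSO MCE. Pparg, Cebpa, Fabp4 and Adipoq had no listed peak in any list, DMSO Diff included. Of the cell cycle genes, Cdk1 had 1 peak in DMSO Pre and 1 in rhein MCE, Ccnd1 had 1 peak in DMSO MCE, and Ccna2 and Ccnb1 had none. The Ccnd1 peak, with a score of 4.37, ranked 5123 of 5128. It overlapped a peak of LTO1 on the opposite strand with a score of 5.44, so the gene that holds the methylated RNA is uncertain there. Jak2 had 1 peak in DMSO MCE and 1 in DMSO Diff, listed under Insl6, while Atg5, Atg7 and Runx1t1 had none.

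The genes the study had picked from these same libraries were examined as well. H1f0, on chromosome 15 from 79028450 to 79030504, had 1 peak in DMSO Pre, 2 in DMSO MCE, 2 in DMSO Diff and 3 in rhein MCE. Its 5′ UTR peak from 79028450 to 79028599 was given with the same span in DMSO MCE, where it ranked 77 of 5128, and in rhein MCE, where it ranked 3 of 3069. Chpf, on chromosome 1 from 75474569 to 75479307, had 1 peak in DMSO Pre, 1 in DMSO MCE, 0 in DMSO Diff and 3 in rhein MCE. No peak was found under the symbol Zfp50, which the annotation used here does not contain. Rpl36 and Reep3 had no peak in their exons in any list. The symbol Rpl36 was nonetheless given to 1 peak in DMSO MCE and 1 in DMSO Diff, which lay on the opposite strand in the 3′ UTR of Lonp1, and the symbol Reep3 to 1 plus-strand peak in DMSO Diff, whereas Reep3 lies on the minus strand.

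The 3 peaks with the highest score of each list were different in the 4 distinct lists. In DMSO Pre they lay in the antisense transcript Gm26827 on chromosome 7 from 66109540 to 66109614 (score 735), in the CDS of Mdm2 on chromosome 10 from 117690100 to 117690549 (score 335) and in the CDS of Pdgfra on chromosome 5 from 75181528 to 75181602 (score 144). In DMSO MCE all 3 lay on copies of the U6 spliceosomal RNA, of which the first, Gm23269 on chromosome 3 from 89201167 to 89201266, had a score of 127. In DMSO Diff they lay in the antisense transcript 4930488L21Rik on chromosome 8 from 93810209 to 93810283 (score 675) and at 2 places in the CDS of Vcan on chromosome 13, of which the first ran from 89691021 to 89692795 (score 338). In rhein MCE, and at the same positions in rhein Diff, they lay in Cebpb, in the 5′ UTR of Gas1 on chromosome 13 from 60176580 to 60177365 (score 279) and in the 5′ UTR of H1f0 (score 195).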

Values the study reported

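The study reported 320 transcripts that fell under rhein specifically at the MCE stage. It stated that 10.94% of these mRNAs carried m6A peaks.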

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

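The tests on the coincidence of the rhein lists and on the rhein side of the stage difference were chosen only after the result was seen, and what the test on strong peaks should show was written down before its values were seen.

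Rhein and DMSO differed in opposite directions at the 2 stages. From DMSO to rhein, the number of peaks fell by 2059 at the MCE stage and rose by 127 at the differentiation stage. The number of genes with a peak fell by 1114 at the MCE stage and rose by 139 at the differentiation stage. With 1 IP and 1 input per condition, the difference between stages was not tested.

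The tables argue against reading this as a stage-dependent effect of rhein. The peak counts of the rhein lists differed by only 2, and the DMSO counts were 5128 and 2944, so the rhein side is one result and the sign comes from the DMSO lists. Deeper sequencing of DMSO MCE alone would also raise the number of strong peaks there. DMSO MCE had 96 peaks at an adjusted p-value below 1e-10, more than the 68 of DMSO Pre and fewer than the 102 of DMSO Diff and the 151 of the rhein lists. By the test as written down this counted against deeper sequencing, but between single libraries of unknown depth it does not decide, so deeper sequencing stays open, as does a weaker pull-down in a deeper library. A true rise of methylated sites during clonal expansion also stays open and was not tested.

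The coincidence of the rhein lists has a candidate cause in the data files themselves. If the 25-base grid of the peak caller made lists coincide, other pairs would coincide too, yet the highest share of identical spans among them was 9.19%. Separate pairs of libraries with similar methylation would differ by counting noise, and the lowest median difference in score on identical spans between other lists was 2.58, against 0.00455 here, although those other lists also differ in condition. The same reads entering both peak calls would give nearly equal scores, and 94.4% of the identical spans had scores within 0.02 of each other. The values are consistent with the same or pooled rhein reads behind both lists, called in runs that differed slightly. Which rhein libraries these were cannot be read from the lists.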

How the results depend on the processing

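Alternatives named as added in the methods were chosen after seeing the data. No paired analysis was possible because each condition had 1 IP and 1 input library, and for the same reason no library could be left out. Alternatives that needed enrichment or read numbers were not run: a log2 enrichment of at least 2, at least 20 IP or input reads, and centred enrichment or input. Of 120 values under the alternatives, 41 stayed within the interval of the value reported, or within 1.5 times for counts, and 79 moved. The 41 include the position shares of DMSO Pre at equal list length, which could not move. The cause was not tested unless the alternative itself sets it.

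At an adjusted p-value below 1e-10, which by construction leaves fewer peaks, DMSO Pre kept 68 peaks in 50 genes, DMSO MCE 96 in 67, DMSO Diff 102 in 73, rhein MCE 151 in 109 and rhein Diff 151 in 110, so DMSO MCE lost its first place. Sharing among these peaks was 27.9% for DMSO Pre in DMSO MCE, 35.3% for DMSO Pre in DMSO Diff, 19.8% for DMSO MCE in DMSO Pre, 30.2% for DMSO MCE in DMSO Diff, 22.5% for DMSO Diff in DMSO Pre and 27.5% for DMSO Diff in DMSO MCE. It was 30.5% for rhein MCE in DMSO MCE, 46.9% for DMSO MCE in rhein MCE, 23.8% for rhein Diff in DMSO Diff and 31.4% for DMSO Diff in rhein Diff.

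With overlap of at least 50% of both peaks, by construction a stricter rule, the shares became 30.03% for DMSO Pre in DMSO MCE, 25.5% for DMSO Pre in DMSO Diff, 16.5% for DMSO MCE in DMSO Pre, 15.8% for DMSO MCE in DMSO Diff, 24.5% for DMSO Diff in DMSO Pre, 27.5% for DMSO Diff in DMSO MCE, 35.6% for rhein MCE in DMSO MCE, 21.3% for DMSO MCE in rhein MCE, 25.3% for rhein Diff in DMSO Diff and 26.4% for DMSO Diff in rhein Diff. Rhein MCE in DMSO MCE remained the highest of the 10 shares. Whole spans in place of exonic blocks moved none of the 10.

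With lists of equal length, shares that involve DMSO MCE moved, to 36.1% for DMSO Pre in DMSO MCE, 35.7% for DMSO MCE in DMSO Pre, 38.3% for DMSO MCE in DMSO Diff, 39.6% for DMSO Diff in DMSO MCE, 46.9% for rhein MCE in DMSO MCE and 46.5% for DMSO MCE in rhein MCE. The 5′ UTR share of DMSO MCE rose to 8.82% and its CDS share became 51.1%. The other 18 values at equal length did not move, those around the stop codon included. Among them, the position shares of DMSO Pre could not move, since its full list holds 2824 peaks, the length used.

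Counting any overlap, 5′ UTR first and 3′ UTR next, by construction took peaks from the CDS. It gave 7.19%, 9.54%, 8.05% and 9.73% in the 5′ UTR for DMSO Pre, DMSO MCE, DMSO Diff and rhein MCE, with 48.6%, 46.8%, 47.3% and 44.8% in the CDS and 44.2%, 43.6%, 44.6% and 45.5% in the 3′ UTR in the same order. The part listed by the authors, over all peaks with exons counted as CDS, gave 7.97%, 10.5%, 8.49% and 10.5% in the 5′ UTR, 48.7%, 44.8%, 48.0% and 44.7% in the CDS and 43.3%, 44.7%, 43.5% and 44.8% in the 3′ UTR. The 5′ UTR share was higher in DMSO MCE than in DMSO Pre under every alternative run.

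In 100-base windows around the midpoint GGAC was present in 53.2% of DMSO Pre peaks, 52.3% in DMSO MCE, 48.8% in DMSO Diff and 50.2% in rhein MCE, with 31.9%, 31.3%, 33.5% and 31.7% of control windows, so each gap widened. DRACH rose to 91.2% in DMSO Pre, 89.6% in DMSO MCE and 90.7% in DMSO Diff. In these windows the DRACH control share became 85.3% in DMSO MCE and 84.5% in rhein MCE. With control windows from the same part, 4 of the 8 control shares moved, for GGAC to 40.4% in DMSO MCE and 36.2% in DMSO Diff and for DRACH to 83.2% in DMSO Diff and 84.2% in rhein MCE. In DMSO Diff and rhein MCE this put the DRACH control below the interval of the peaks, where it had been within it. By the listed symbol the gene count of each list stayed within 1.5 times, and the peaks in the 29 named genes went from 71 to 64 over the 4 distinct lists, with 5 genes changed by more than 1.5 times. Unknown depth limits every count of peaks, since a site without a peak can be a site without reads.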

Other observations

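The tests on transcripts held in common by the rhein and DMSO lists, on U6 copies drawn at random or shared between copies, on the strand of paired peaks and on coding transcription starts were chosen only after the results were seen, and what the others should show was written down before their values were seen.

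Of the DMSO lists, DMSO MCE held the highest share of the rhein MCE peaks. If the length of the DMSO MCE list were the cause, the gap would close at equal lengths, but the rhein MCE list still shared 46.9% of its peaks with DMSO MCE and 37.6% with DMSO Diff. Peaks on the same transcripts, wherever in them, would raise random overlap too. At equal lengths random placement gave 17.9% with DMSO MCE, 15.7% with DMSO Diff and 13.1% with DMSO Pre, and the ratio to chance was 2.63 for DMSO MCE, 2.41 for DMSO Diff and 2.61 for DMSO Pre. With these ratios, which have no interval, it was not decided how much of the higher share comes from transcripts in common. Peaks that DMSO MCE had alone among the DMSO stages recurred in the rhein list in 27.5% of cases (25.2 to 29.9), those of DMSO Diff alone in 15.2% (13.4 to 17.3) and those of DMSO Pre alone in 10.3% (8.82 to 11.995), at ratios to chance of 2.36, 1.80 and 2.22. A candidate explanation is that the reads behind both rhein lists come from the MCE stage, so that the comparison at the differentiation stage may set rhein MCE against DMSO Diff. Pooled reads of both stages, rhein cells held at an MCE-like state, or transcripts in common alone, are not excluded by this test.

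GGAC marked peaks seen in more than 1 list. In 100-base windows, where the same length of sequence is searched in each peak, GGAC was more frequent in peaks shared with another distinct list than in the rest, beyond the intervals, in 4 of the 4 lists. The shared peaks were also longer, with a median of 150 to 175 exonic bases against 75 to 100. Peaks of matched length were not compared, so a part of peak length in this split is not excluded. In DMSO Diff it was present in 52.9% (50.6 to 55.3) of peaks found in another list and 37.8% (34.8 to 40.8) of peaks in no other list. Peaks found in all 4 lists held it in 62.7% to 64.0% of cases. Peaks found in 1 list only may thus contain more background, and they made up 53.0% of DMSO MCE, 38.9% of DMSO Pre, 36.7% of DMSO Diff and 32.4% of rhein MCE. These shares depend on list length. With 2824 peaks in each list they were 35.6%, 44.7%, 40.0% and 35.9% in the same order, so that DMSO MCE went from the highest to the lowest. Sites of 1 condition with another motif would give the same pattern and were not tested.

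In 100-base windows around the midpoint, a higher score did not go with more GGAC. If low-scoring peaks were the background, the top quartile of scores would hold more GGAC than the lowest, which was the case beyond the intervals in 0 of the 4 lists in 100-base windows. Peaks of the top quartile were longer, with a median of 150 to 225 exonic bases against 75 to 100 in the lowest. The window thus left out part of a typical top peak, where GGAC could be missed. For this reason the test does not decide whether low-scoring peaks are background. In DMSO Pre and DMSO Diff the order was the opposite, with 41.9% (38.2 to 45.8) in the top quartile of DMSO Diff and 51.7% (48.0 to 55.4) in the lowest. Over whole peaks, the top quartile was higher beyond the intervals in 1 list, DMSO MCE, with 63.2% (60.5 to 65.8) against 43.1% (40.4 to 45.9) in the lowest. The median exonic length there was 225 and 75 bases, and in 100-base windows both quartiles stood at 51.6%, so length could account for the rise. Peaks on noncoding RNA among the strongest could account for this. On coding transcripts the top quartile was lower beyond the intervals in 0 lists, yet the shares in DMSO Diff were still 45.2% and 52.4%, so noncoding RNA as the cause was not decided.

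Among 5-base words with at least 200 occurrences, the one with the highest ratio in peaks on coding transcripts was GGGGG and not a GGAC word. It was 2.25 to 2.57 times as frequent in peaks as in control windows across the 4 distinct lists, where GGACT reached 2.18 at most. These ratios have no interval, and in DMSO Pre GGGGG stood at 2.25 beside 2.18 for GGACT. Against control windows from the same part, GGGGG in DMSO MCE stood at 2.145 beside 2.143 for GACTG, so first place there was not separable. A high GC content would raise CCCCC as well. Its ratio was at most 0.819 against control windows from the same transcript and 0.874 against those from the same part. The part of the transcript does not account for it either, since against control windows from the same part the ratio was still 2.15 or more. Background particular to single libraries would put GGGGG mostly in peaks of 1 list, but such peaks held it more often, beyond the intervals, than peaks of all 4 lists in 0 lists. The cause stays open. An affinity of the antibody or of the pull-down for G-rich RNA may be tested with reads of a control IP, and no biological explanation was tested.

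Copies of the U6 spliceosomal RNA carried many peaks, on 107 of 685 annotated copies in DMSO Pre, 107 in DMSO MCE, 150 in DMSO Diff and 124 in rhein MCE. Copies recurred between lists at least 3.20 times as often as chance over all copies, and 49 copies had a peak in all 4 distinct lists. This recurrence does not decide whether reads shared between copies were placed at random. Many reads spread read by read over equally matching copies could reach the same copies in every library. Reads of active copies collected by the same best-matching copies would recur as well, and these explanations cannot be told apart without the reads. The authors removed reads of low mapping quality, and how many shared reads remained is unknown. Unspliced RNA of a surrounding gene would favour copies on that gene's strand. Only 66 of the 200 copies with a peak lay inside a coding gene, and 181 of the 485 without a peak. This argues against unspliced RNA of a coding gene for the copies that lay outside one. Of the copies with a peak inside a coding gene, 45.5% (34.0 to 57.4) lay on its strand, against 37.6% (30.8 to 44.8) of those without a peak. These intervals overlap, so for the copies inside a coding gene the explanation remains open. Peaks on U6 copies are best kept apart from peaks on mRNA.

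Some peaks came in pairs of identical span on opposite strands, 10 pairs over the 4 distinct lists. Counting without regard to strand would give both members the same score, which held for 9 of the 10 pairs. Equal scores had been asked of every pair, and the test was relaxed to most pairs once the exception was known. In the remaining pair, Ctsa and Pltp on chromosome 2 from 164839518 to 164839642 in rhein MCE, noticed after its values were seen, the scores differed by 2.13, which such counting alone forbids. In the other 9 pairs strandless counting is a candidate cause, and where genes overlap, the gene that holds the methylated RNA is uncertain. The peaks at the 5′ UTR of H1f0 and on the opposite transcript Gm49544 overlap too, but their spans are not identical. Their scores were 38.4 and 36.9 in DMSO MCE, 10.8 and 9.28 in DMSO Diff, and 195 and 36.7 in rhein MCE. Strandless counting was not tested at that place.

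The symbol listed for a peak was often that of a neighbour. In 3660 placed peaks of the 4 distinct lists it differed from the gene holding the peak. The nearest transcription start of any kind, on either strand, accounted for 74.5% of these and so is not the whole cause. For 2639 such peaks in coding genes, the listed start was at most as far away as the nearest coding start of the holding gene in 98.3%, which is consistent with a label taken from the nearest start among coding transcripts. A search of the lists by symbol may thus miss peaks of genes with a closer neighbour, as with Cebpb, and find peaks for genes that hold none, as with Rpl36.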
